A study of Mus musculus with 36 samples. Its data were reported in "RIF1 regulates early replication timing in murine B cells" (2023).

How the data were processed

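Repli-seq libraries came from early and late S phase fractions of mouse B cells, 36 libraries in 7 groups. Groups were taken from the sample titles. According to the authors' methods, reads were trimmed with trim_galore, aligned to the mouse mm9 genome with bwa mem, and filtered for unique alignments. Replicates were then merged and duplicates removed. The log2 ratio of early to late reads was computed in 20 kb windows with deepTools, smoothed by loess with a span of 300 kb, and segmented into 3 states with a hidden Markov model (hmm_bigwigs). For the maps compared, the authors called the states from the RT values of shLacZ CH12 cells and of WT primary B cells respectively. The authors assigned states to E, M and L from the RT values of each state, with M near 0. The deposited domain maps hold the start, the end and a state number of each domain, and no RT value. This has several consequences for the measurements. Replicate spread is lost once replicates are merged. Edges are blurred by the smoothing span. The RT values that separate the states are unknown here and can differ between the maps.

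Maps of shLacZ CH12 cells and WT primary B cells were compared. The labels tie a further map, named for mouse embryonic fibroblasts (MEFs), to no sample, and it was used only in the closing section. The other groups were not analysed here. The files hold 3 numbered states, with the M state unsplit, so the planned share of E and early-like bins, the planned share of bins on opposite sides of RT 0, and the alternatives that join or halve 4 states were not made. For the same reason, edges of E domains and edges of L domains were compared in place of the planned boundaries at RT 0.

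The files do not state which number is E, M or L. In each map, 1 pair of states touched in 0 places, and the state between them was named M. Of the other 2, the state with the higher density of protein-coding gene starts was named E. In CH12 and primary B cells this gave E to state number 2, M to 1 and L to 0. In the map named for MEFs it gave E to 0, M to 2 and L to 1. Mean GC content followed the same order in each map, for example 45.7% in E, 42.8% in M and 39.5% in L in CH12 cells.

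The last domain of all 20 chromosomes ended at the chromosome length of the NCBIM37 reference, the assembly known as mm9, in each of the 3 maps. The reference gave 131957 bins on 19 autosomes and X, of which 3980 consisted wholly of unknown bases. The CH12 map covered all bins. The primary B map left 3022 bins without a state, all of them wholly unknown bases, and had 9 internal gaps. Domains were assigned to 20 kb bins without change, and 0 neighbouring domains shared a state. Genes were taken from the GENCODE M1 annotation, with 37252 genes of which 22350 were protein-coding, and a gene was placed by its start on its own strand.

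Shares were given with Wilson 95% intervals, and median domain lengths with percentile bootstrap 95% intervals from 2000 resamples of domains. Agreement was the share of bins with the same state and Cohen's kappa. Its reference distribution came from 10000 random rotations of one map along each chromosome, which keep domain lengths and state shares and break positions. E domains were matched at 50% reciprocal overlap, and edges within 100 kb. Since there was 1 map per condition, no test between conditions was made. The regions and genes named follow a rule fixed before the data were examined. They are the longest E and L domain of each map, the 3 longest runs in each direction of bins E in one map and L in the other, the genes in those runs, and a list of genes. Some items that fall under this rule are not reported here.

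Alternatives fixed before the data were examined were autosomes only, leaving out the first 3 Mb of each chromosome, domains of at least 100 kb, base pairs in place of bins, leaving out bins within 100 kb of a boundary, joining domains of a state across up to 40 kb, 80% reciprocal or any overlap, and edge tolerances of 40 and 200 kb. Leaving out bins of wholly unknown bases, counting all gene types, and both alternatives for chromosome X were chosen after seeing the data. The functions were tested on simulated data with known changes, and 7 of 7 checks recovered the known value within 1 unit. Some checks used the 131957 bins of a map, and others used invented domains or a single chromosome. In the check of agreement the recoding itself fixed the answer. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.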

Results

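Replication timing (RT) was measured by Repli-seq, in which dividing cells were labelled with BrdU, sorted into early and late S phase fractions, and the nascent DNA of each fraction was sequenced. The series held 36 libraries in 7 groups. In CH12 cells, a mouse B cell lymphoma line, the groups were shLacZ, shMcm6, *Rif1*-/- shLacZ and *Rif1*-/- shMcm6, with 4 libraries each from 2 replicates of the early and late fractions. In primary activated splenic B cells, the WT group had 4 libraries, and the heterozygous and homozygous *Rif1* knockout groups had 8 each. The shRNA against LacZ was the infection control, and the shRNA against *Mcm6* depleted a subunit of the replicative helicase. Domain maps of shLacZ CH12 cells and WT primary B cells were analysed, which rest on 8 of the libraries. The other 5 groups were not analysed here. Each map divided the mm9 genome into early (E), middle (M) and late (L) RT states in 20 kb bins. Replicates were merged before the states were called, so there was 1 map per condition. No replicate error could be given for any value, and no test between the conditions was made. Read depth is unknown from the maps. Wilson 95% intervals cover counting over bins or domains only, and neighbouring bins are not independent.

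The first question was how the genome divides between RT states in each cell type, since the study described CH12 and primary B cells as having different RT profiles. The shLacZ CH12 map had 2625 domains and gave a state to 131957 bins. E bins made up 22.7% of them (Wilson 95% interval 22.5 to 23.0%), M bins 27.4% (27.2 to 27.7%) and L bins 49.8% (49.6 to 50.1%). The WT primary B map had 2661 domains and gave a state to 128935 bins. There, E bins made up 28.6% (28.4 to 28.9%), M bins 32.4% (32.2 to 32.7%) and L bins 39.0% (38.7 to 39.2%). The alternative that moved these shares most was leaving out bins made wholly of unknown bases, which lowered the M share of the CH12 map to 25.4%.

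Over the 128935 bins with a state in both maps, the E share was 23.3% in CH12 and 28.6% in primary B cells, a difference of 5.35 percentage points. The M share was 6.62 points higher in primary B cells, and the L share was 50.9% in CH12 and 39.0% in primary B cells. These directions held on each chromosome. All 19 autosomes had a higher E share, a higher M share and a lower L share in the primary B map. Chromosome 12 had the smallest E difference, 1.59 points, and chromosome 19 the largest, 11.9 points. The L share fell by 8.60 points on chromosome 8 and by 21.4 points on chromosome 19, the ends of the range over autosomes. The spread between autosomes within a map was wider than the difference between the maps for the E state. For this spread, all bins with a state in each map were used, not only the shared bins. Across autosomes the E share was then 24.0% ± 7.98 (SD, n = 19 autosomes) in CH12 and 30.1% ± 7.59 (SD, n = 19 autosomes) in primary B cells. For the M and L states the spread was narrower than the difference between the maps. In CH12 and primary B cells the SD was 4.25 and 4.90 for M, and 7.02 and 8.01 for L.

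**Figure D1:**
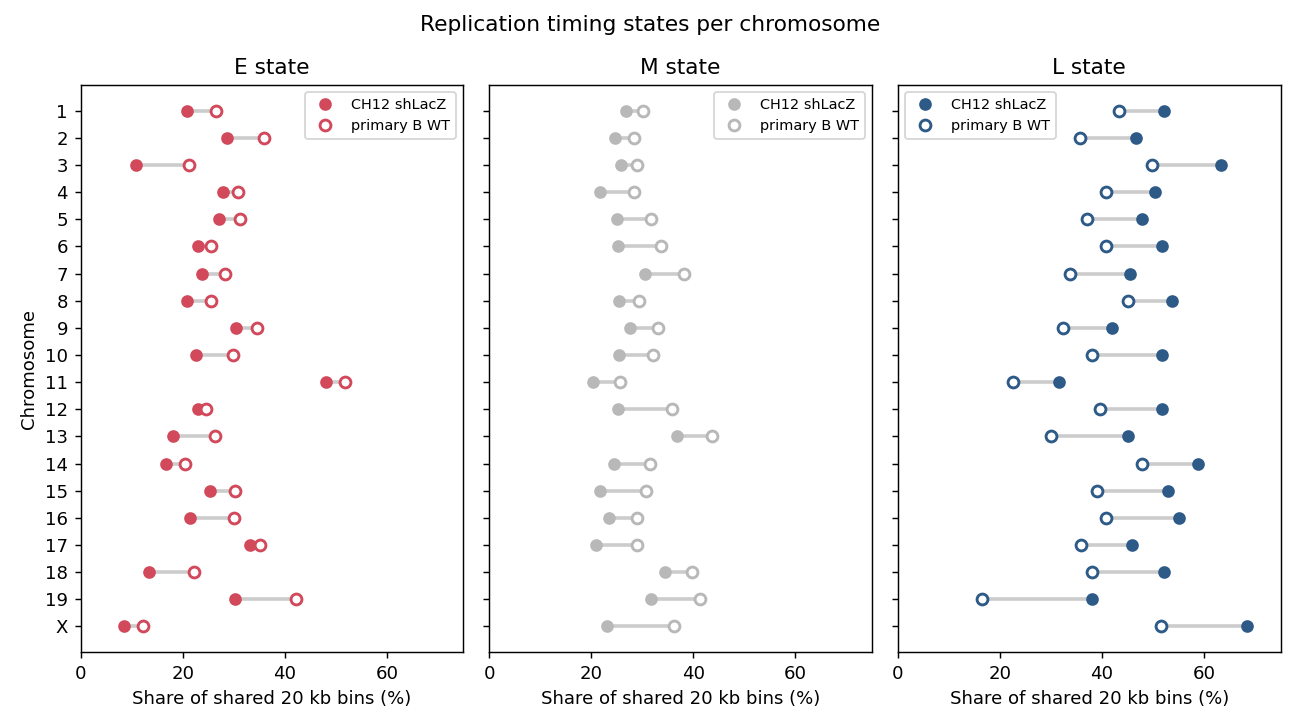
Share of the shared 20 kb bins (x axis, %) in the E, M and L states on each chromosome (y axis), with shLacZ CH12 as filled points, WT primary B as open points and a grey line joining the pair; each point is 1 map and has no replicate error. The open points lie to the right of the filled ones for E and M and to the left for L on all 20 chromosomes.

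Chromosome X was set beside the autosomes. In CH12 cells, 8.28% of the 8333 X bins were E (Wilson 95% interval 7.71 to 8.89%) and 67.2% were L (66.2 to 68.2%). In primary B cells, 12.2% of 8181 X bins were E (11.6 to 13.0%) and 51.5% were L (50.4 to 52.6%). In both maps all 19 autosomes had a higher E share and a lower L share than X. The lowest autosomal E share was 10.6% in CH12, on chromosome 3, and 20.5% in primary B cells, on chromosome 14.

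The number and length of domains describe the segmentation itself. The CH12 map had 555 E, 1320 M and 750 L domains. The primary B map had 660 E, 1337 M and 664 L domains. E domains had a median length of 680 kb in CH12 (bootstrap 95% interval over domains 640 to 760 kb) and 740 kb in primary B cells (660 to 820 kb), so the E medians overlapped in their intervals. M domains were shorter in CH12, with a median of 380 kb (360 to 400 kb) against 440 kb (420 to 480 kb). L domains were longer in CH12, with a median of 1100 kb (980 to 1220 kb) against 900 kb (790 to 1020 kb), intervals that overlapped in part. L domains over 1000 kb numbered 395 in CH12 and 310 in primary B cells.

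**Figure D2:**
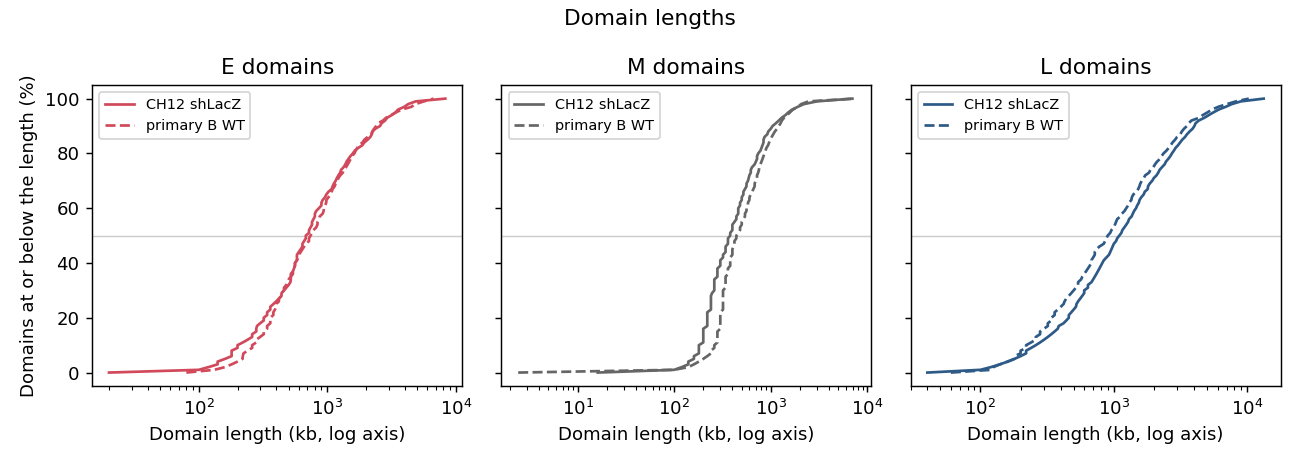
Cumulative distribution of domain length, with length in kb on a log axis (x) and the percentage of domains at or below that length (y), for E, M and L domains of shLacZ CH12 (solid) and WT primary B cells (dashed). The horizontal line marks the medians, which were 680 and 740 kb for E, 380 and 440 kb for M, and 1100 and 900 kb for L.

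The longest E domain of the CH12 map covered 8280 kb on chromosome 4 (positions 131480001 to 139760000), overlapped 166 protein-coding genes, and was E in 375 and M in 39 of its 414 bins in the primary B map. The longest E domain of the primary B map covered 6700 kb on chromosome 17 (23660001 to 30360000) and overlapped 216 protein-coding genes. It was E in 332 of its 335 bins in CH12 and M in the other 3. The longest L domain of the CH12 map covered 13300 kb on chromosome 16 (65040001 to 78340000) and overlapped 23 protein-coding genes. In primary B cells, 528 of its 665 bins were L, 112 were M and 25 were E. The longest L domain of the primary B map covered 10280 kb on chromosome 1 (109520001 to 119800000), overlapped 4 protein-coding genes, and was L in all 514 bins in CH12.

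The order of states was described by the M stretches and their neighbours. In both maps E and L domains touched in 0 places, which was used to name the states and is therefore not a result of its own. There were 694 M stretches between an E and an L domain in CH12 and 725 in primary B cells. Their median length was 300 kb (280 to 320 kb) in CH12 and 380 kb (380 to 400 kb) in primary B cells. M stretches between 2 L domains were more numerous in CH12 (391 against 287), and M stretches between 2 E domains were more numerous in primary B cells (283 against 200). Their median lengths were 500 kb between L domains and 400 kb between E domains in CH12, and 560 kb for both in primary B cells.

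The next comparison asked how far both B cell maps place the same sequence in the same state. Of the 128935 shared bins, 98065 had the same state, or 76.1% (Wilson 95% interval 75.8 to 76.3%), with a Cohen's kappa of 0.632. When the primary B map was rotated at random along each chromosome 10000 times, the share was 36.2% on average and at most 42.2%, so 0 rotations reached the observed value. The percentile describes these maps and is not a test between conditions. Among autosomes the share ranged from 68.0% on chromosome 13 to 80.8% on chromosome 17, and it was 73.5% on chromosome X. The alternative that moved the agreement most left out bins within 100 kb of a domain boundary in either map and gave 85.6%.

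Of the 29985 bins that were E in CH12, 90.8% were E in primary B cells, 9.15% were M and 0.0767% were L. Of the 33288 M bins, 67.7% stayed M, 26.5% were E and 5.72% were L. Of the 65662 L bins, 73.6% stayed L, 25.2% were M and 1.26% were E. The 2 largest classes of discordant bins were L to M, with 16534 bins, and M to E, with 8837 bins. Seen from the primary B map, 96.2% of its L bins were L in CH12, while 73.8% of its E bins were E in CH12. Altogether, 26200 of the 30870 discordant bins, or 84.9%, were in an earlier state in primary B cells.

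**Figure D3:**
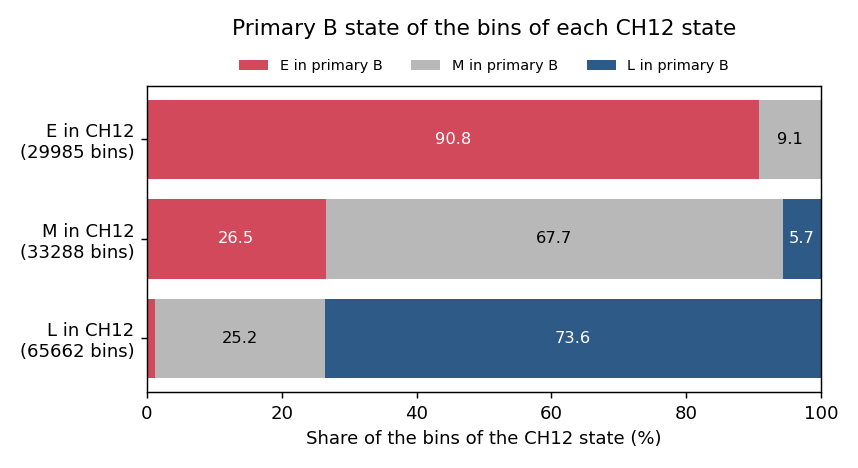
Share of the bins of each CH12 state (x axis, %) that were E, M or L in WT primary B cells, with 1 bar per CH12 state (y axis) and the number of bins beside it. The E bins kept their state most often, at 90.8%, and 25.2% of the L bins were M in primary B cells.

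Domains and their edges were also matched. At 50% reciprocal overlap, 344 of the 555 CH12 E domains had a primary B E domain, or 62.0% (Wilson 95% interval 57.9 to 65.9%). In the other direction, 344 of 660 primary B E domains, or 52.1% (48.3 to 55.9%), had a CH12 E domain. Any overlap raised the CH12 value to 90.5%, and 80% reciprocal overlap lowered it to 35.5%. Of the 1105 E domain edges in CH12, 49.6% (46.7 to 52.5%) lay within 100 kb of an E domain edge in primary B cells, against a mean of 11.3% and a maximum of 16.0% over rotations. The CH12 map had 1500 contacts of L and M domains, of which 1488 entered as L domain edges. Why the others did not enter was not recorded. Of these 1488 edges, 25.6% (23.5 to 27.9%) lay within 100 kb of an L domain edge in primary B cells. Over rotations the mean was 11.2% and the maximum 14.4%. In the reverse direction the shares were 41.5% for 1315 E edges and 29.0% for 1317 L edges. The L edges thus coincided less often than the E edges in both directions.

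Bins that were E in one map and L in the other were rare. There were 829 bins that were L in CH12 and E in primary B cells, 0.643% of the shared bins (Wilson 95% interval 0.601 to 0.688%). They lay in 75 runs on all 20 chromosomes, with a median length of 160 kb, and 53 of the runs were shorter than the smoothing span of 300 kb. Only 23 bins, or 0.0178%, went the other way, in 4 runs on 3 chromosomes, all shorter than that span. Random rotations gave on average 18036 bins in the first direction and 11039 in the second, so both counts were far below the rotated ones.

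The longest run that was L in CH12 and E in primary B cells covered 69 bins, or 1380 kb, on chromosome 16 (23820001 to 25200000). It held 4 protein-coding genes in full, which were *Sst*, *Rtp2*, *Bcl6* and *Lpp*. *Bcl6* lay on the minus strand at 23965138 to 23988938, in a CH12 L domain of 1480 kb and a primary B E domain of 1460 kb. The second run covered 44 bins, or 880 kb, on chromosome 7 (113060001 to 113940000). It overlapped 12 protein-coding genes, among them *Gvin1*, *Gm4070*, *Gm8979*, *Gm8989*, *Gm4759*, *Gm1966* and the olfactory receptor genes *Olfr693*, *Olfr694*, *Olfr695*, *Olfr697*, *Olfr698* and *Olfr699*. Several of these genes are members of families with similar copies, and the authors kept only uniquely aligned reads.

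In the opposite direction, the longest run that was E in CH12 and L in primary B cells covered 9 bins, or 180 kb, on chromosome 1 (188640001 to 188820000), with *D1Pas1* inside it. The next 2 runs in length were 120 kb on chromosome 14 (59360001 to 59480000), which overlapped 0 protein-coding genes, and 100 kb on chromosome 2 (20360001 to 20460000), within *Etl4*.

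**Figure D4:**
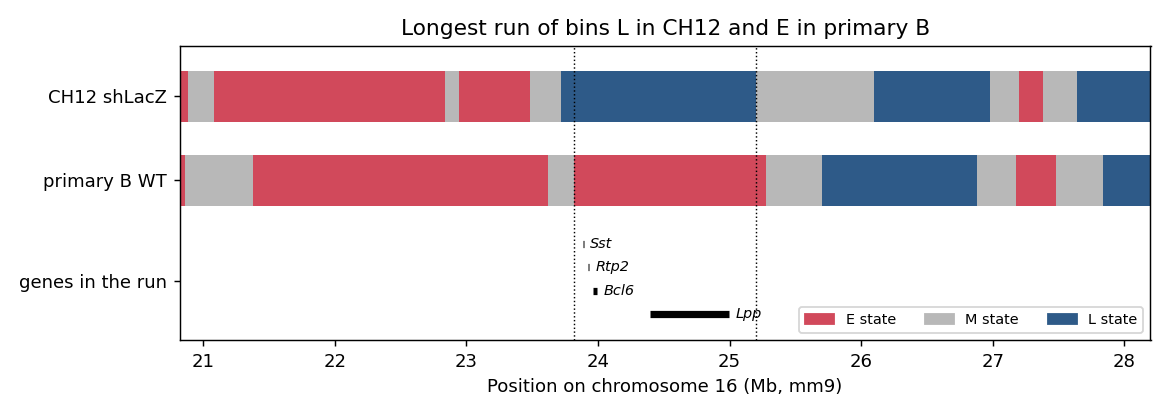
RT states of shLacZ CH12 and WT primary B cells around the longest run of bins that were L in CH12 and E in primary B cells, on chromosome 16 (x axis, position in Mb, mm9). Coloured blocks are E, M and L domains, dotted lines bound the 1380 kb run, and black bars are the 4 protein-coding genes inside it.

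Gene content was compared between states. Protein-coding gene starts had a density of 18.9 per Mb in E, 8.41 per Mb in M and 3.76 per Mb in L in CH12 cells. The densities in primary B cells were 17.6, 7.77 and 2.88 per Mb. The order of E above L was used to name the states and is therefore not a result of its own. E bins held 50.6% of the 22350 protein-coding gene starts in CH12 and 58.0% in primary B cells, and L bins held 22.1% and 12.9%. Counting all 37252 annotated genes in place of protein-coding genes gave 44.8% in CH12 E bins. For 17542 protein-coding genes, or 78.5%, the gene start had the same state in both maps. Of the 4950 genes starting in CH12 L bins, 2037, or 41.2%, started in M bins in primary B cells and 133, or 2.69%, in E bins.

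States at the start of genes of B cell identity or replication were read from a list fixed before the data were examined. *Cd79a*, *Mcm6*, *Myc* and *Pax5* were E in both maps. *Rif1* was M in both. *Ebf1*, a B cell transcription factor gene, was M in CH12 and E in primary B cells. *Bcl6* was L in CH12 and E in primary B cells. *Myc* (chromosome 15, 61816946 to 61821929) lay in an E domain of 140 kb in CH12 and of 1800 kb in primary B cells. The CH12 domain is shorter than the smoothing span of 300 kb, so its length and edges are uncertain.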

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

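All tests in this part were chosen only after the result was seen. The map named for MEFs, which the labels tie to no sample and the report does not use, held 40565 E bins. That was 30.7% of its 131957 bins, with 38.7% M and 30.6% L. It had 567 E, 1083 M and 501 L domains, with median lengths of 960, 620 and 960 kb. Its agreement with the primary B map was 68.6% of shared bins (kappa 0.529) and with the CH12 map 62.8% (kappa 0.447). Both were below the agreement of the B cell maps with each other (kappa 0.632), which was the highest of the 3 pairs on 18 of 20 chromosomes. The cell type and a separate origin of this map cannot be told apart, since it is 1 map without a labelled sample. No biological explanation was tested.

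On chromosome X, 0 of the 8333 bins were E in this map, against 8.28% in CH12 and 12.2% in primary B cells. A limit of 0.0360% for this share would treat bins as independent draws, which neighbouring bins are not. A chromosome X without usable reads would have an RT near 0 and be M nearly throughout. Of its X bins, 61.5% were L, which argues against that explanation. Whether X as a whole replicated later in those cells was not tested, and neither the number nor the state of the X chromosomes in them was used here.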

How the results depend on the processing

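Alternatives gave 137 values for 59 results. Of these, 97 stayed inside the 95% interval of the reported value, or within 1.5 times a reported count, and 40 did not. These intervals cover counting over bins or domains, so small shifts in the genome-wide shares fall outside them. The values with unknown-base bins left out, with all gene types, and for chromosome X were chosen after seeing the data. No paired analysis was possible because replicates were merged before the states were called, which left 1 map per condition. The alternatives that join or halve 4 states were not run, since the maps hold 3 states. Read depth is unknown from the maps, so its effect on the states could not be measured.

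The direction of the difference between the maps stayed the same under all 5 alternatives for the state shares. The E share was higher in primary B cells by 5.35 to 6.02 points, the M share by 4.55 to 6.66 points, and the L share lower, with differences from -12.0 to -10.6 points. On autosomes only, the CH12 shares were 23.7% E and 48.7% L, and the primary B shares were 29.7% E, 32.2% M and 38.1% L. The kappa was then 0.637. Without the first 3 Mb of each chromosome, the CH12 shares were 23.3% E, 25.7% M and 51.0% L, and on chromosome X they were 23.1% M and 68.4% L. Without bins of unknown bases, the CH12 shares were 23.4% E, 25.4% M and 51.2% L, the primary B M share was 32.1%, and the CH12 shares of chromosome X were 23.0% M and 68.5% L. These shifts follow from the bins each alternative leaves out, which were mostly M in CH12 or lay on X.

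Matching criteria moved the overlap values. Agreement rose to 85.6% and kappa to 0.764 without bins within 100 kb of a boundary in either map. At 80% reciprocal overlap, 35.5% of CH12 and 29.8% of primary B E domains were matched, and at any overlap 90.5% and 70.5%. With a tolerance of 40 kb, 27.3% of CH12 and 23.0% of primary B E edges were matched, and 11.3% and 12.8% of L edges. With 200 kb, the values were 65.2% and 54.4% for E edges and 48.4% and 54.4% for L edges. At 200 kb, E and L edges of the primary B map were thus matched about equally often. Counts and median lengths of domains kept within their limits under all 3 alternatives tried. With domains of at least 100 kb only, E and L domains of the primary B map touched in 1 place. With all gene types, CH12 E bins held 44.8% and L bins 28.4% of gene starts, and primary B E, M and L bins held 51.7%, 30.9% and 17.4%. For the map named for MEFs, autosomes only was the one alternative run, and 3 of its 5 values changed.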

Other observations

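Tests of the displaced edges, the short domains, the GC quintiles and the gene content within them were fixed before their results were seen, and the other tests in this part were chosen only after the result was seen. The study described primary B cells as having fewer early and more middle domains than CH12 cells. The maps here held more M bins in primary B cells, and also more E bins and more E domains. The study's description was drawn from RT values, which were not used here.

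The net shift, an E share higher by 5.35 points and an L share lower, may come from state limits placed at different RT values on one common profile, since the states were called from the RT values of each cell type. Such a change of limits would move bins toward the earlier state, and 84.9% of the discordant bins went that way. The other 15.1%, or 4670 bins, went to a later state, which lower fixed limits on one profile do not allow. They were 2743 E-to-M, 1904 M-to-L and 23 E-to-L bins. These counts argue against fixed limits alone for the bins that went later. RT values per bin would be needed to decide the source of the net shift. From the maps alone, a change of limits and an earlier RT in primary B cells therefore cannot be told apart for the net shift. The study's description from RT values, fewer early domains in primary B cells, runs against an earlier RT as the source of the higher E share. The bins that went from L to E are a separate case. With fixed limits on one profile, they require the primary B limit of E to lie below the CH12 limit of L. That leaves no CH12 M bin that could stay M. In the maps 67.7% of CH12 M bins stayed M, beside 829 L-to-E bins. Fixed limits alone therefore do not account for these bins. A hidden Markov model also weighs neighbouring bins, so the argument does not cover every difference in segmentation. Such differences stay open, and so does a difference in RT between the 2 cell types. In the 53 of 75 L-to-E runs that were shorter than 300 kb, displaced edges within the smoothing span also stay open.

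Displaced edges within the smoothing span could also produce discordant bins. Of the discordant bins, 30.6% (Wilson 95% interval 30.1 to 31.1%) lay at least 300 kb from any CH12 boundary, against 62.0% of the concordant bins. The discordant bins thus lay closer to boundaries, yet edges within the span do not account for all of them. Short domains pulled toward the middle state could explain lost L domains. Among CH12 L domains of up to 300 kb, 86 of 95 had a centre that was not L in primary B cells. Of the 395 over 1 Mb, 394 were counted, and 56 of the 394, or 14.2% (11.1 to 18.0%), had such a centre. The loss was most frequent in short domains, but the long domains also lost their centre above the 10% set beforehand.

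Base composition tracked which CH12 L bins changed. The share that was M or E in primary B cells rose over the 5 GC quintiles from 6.09% to 13.6%, 24.4%, 36.9% and 51.1%. Within each quintile, the bins that changed also had more protein-coding gene starts per Mb than those that stayed L. The smallest ratio was 1.47, in the quintile richest in GC, and the largest 3.06, in the poorest. The rise with GC content is consistent with L bins of higher GC lying closer to the limit of the L state, and also with a technical effect of GC content on the reads of 1 map. GC content alone does not account for the gene content. The bins that changed held 2170 gene starts, 1.35 times (bootstrap 95% interval over chromosomes 1.18 to 1.53) the number expected from CH12 L bins of the same GC content in 100 groups. That ratio was above 1 on 16 of 20 chromosomes. With the GC content of the 300 kb around the bin, the ratio was 1.34 (1.18 to 1.52), and it was above 1 on 17 of 20 chromosomes.

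The longest L-to-E run, with *Bcl6* and *Lpp*, was E in 59 of its 69 bins in the map named for MEFs and L in 0. The fifth longest run, 580 kb on chromosome 2 (101440001 to 102020000), was E in all 29 bins there. It held *Rag1*, *Rag2* and *Traf6*, and was chosen after its values were seen. A late state particular to CH12 cells might leave most such bins out of the L state in other cells. Over all 828 L-to-E bins with known sequence, 31.3% were E in that map, 53.3% M and 15.5% L. The share that was not L, 84.5%, was higher than the 61.9% of CH12 L bins of the same GC content. Of the 75 runs, 65 were mostly not L and 24 mostly E. The bins compared were matched on GC content only, whereas the L-to-E bins were chosen for being E in primary B cells. The primary B map agrees in part with the map named for MEFs (kappa 0.529), so that choice alone can raise the share. Most of the bins were thus outside the L state there, but the values cannot decide for a late state particular to CH12 cells. That explanation stays a hypothesis that rests on 1 map without a labelled sample. The bins that were L in that map are not covered by it, among them 15 of the 44 bins of the second run, on chromosome 7, where the other 29 were M.

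All 20 chromosomes began with an M bin in the CH12 map, where the assembly has unknown bases. Bins made wholly of unknown bases have no reads, and a smoothed RT near 0 is a candidate explanation for their M state. Of the 3980 such bins, 92.8% were M in CH12, against 27.4% of all bins. The chromosome starts are themselves among these bins. The share therefore in part restates the observation and is not a separate test of that explanation. The longest M domain of the CH12 map, 6980 kb on chromosome 7 (39360001 to 46340000), lay away from a chromosome start and consisted of unknown bases to 100%. For that region the M state goes with the explanation. The primary B map left most of these bins without a state, so M shares over all bins are not alike in what they count.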
